A study of Mus musculus with 23 samples. Its data were reported in "Point mutation I634A in the glucocorticoid receptor causes embryonic lethality by reduced ligand binding" (2022).

How the data were processed

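Primary mouse embryonic fibroblasts (MEFs) of the FVB/NJ strain were profiled by RNA-seq after exposure to vehicle or to 10 nM dexamethasone (Dex), a synthetic ligand of the glucocorticoid receptor (GR), for 5 h. Cells carried one of 4 GR genotypes, namely the unmodified receptor (GRwt/wt), an alanine-to-threonine change in the dimer interface of the DNA-binding domain (GRD/D), an isoleucine-to-alanine change in the ligand-binding domain (GRL/L), or both changes (GRD+L/D+L). The 23 libraries formed 8 groups of genotype and treatment, with 3 libraries in each group except GRD/D vehicle, which had 2. Per the labels, cultures of a genotype came from different mice.

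The deposited table holds raw read counts per Ensembl gene. To make it, the authors prepared TruSeq libraries from total RNA, sequenced them on a NovaSeq instrument, mapped the reads to the mouse mm10 genome with HISAT2, kept uniquely mapped reads and counted them per gene with featureCounts. Versions, the gene annotation release and strandedness were not stated. Because strandedness was not stated, counts of genes that overlap another gene are uncertain, and because only unique reads were kept, counts of genes with a near-identical copy, such as processed pseudogenes, are uncertain as well. Totals ranged from 16.5 M to 23.1 M counts per library, and 18667 to 20200 genes had at least 1 count. Every column of the table was mapped to a library by its name. Of the 55487 gene identifiers, 55227 occur in the GENCODE M21 annotation of GRCm38, from which symbols and 1-based coordinates were taken, and 260 do not. No 2 libraries of a group matched within counting noise, since the lowest mean chi-square per gene between them was 9.11.

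Counts were analysed in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16. All libraries entered a single model with 1 mean per group, so that all groups shared the estimate of the spread. Library sizes were scaled with TMM factors, genes were filtered with filterByExpr, which left 15748 genes, and log2 fold changes (LFC) were computed with a prior count of 0.125. Standard errors (SE) were derived from the LFC and its F statistic. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute LFC of at least 1, the thresholds used in the study, and unless another tool is named, adjusted p-values are from edgeR. Contrasts were Dex against vehicle within each genotype, the difference of that response between each mutant and GRwt/wt, and each mutant against GRwt/wt in vehicle. Expression of single genes is given in CPM, counts scaled to a common library size, after TMM scaling as mean ± SD. Fold changes against a group in which every library had at most 3 counts are given as bounds, computed against 3 counts in the smallest library of that group.

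Genes called higher with Dex in GRwt/wt formed a set that was tested in the other genotypes with fry, the self-contained rotation test of limma 3.58.1, and Benjamini-Hochberg adjustment over the 3 mutants. The p-values of fry are two-sided. The same tests of genes called lower with Dex in GRwt/wt, intended to share this adjustment, could not be made because 0 genes were called lower. In the alternatives below that called lower genes, the adjusted p of such sets in the mutants ranged from 0.568 to 0.982. Their medians in GRD/D ranged from -0.60 to 0.72, both of these from DESeq2, without a test. The SD given for a set median is over the Dex libraries, each compared with the mean of the vehicle libraries. A list of 20 genes widely known to be induced by glucocorticoids was fixed without reference to these counts and tested in the same way over the 4 genotypes. The list held Fkbp5, Tsc22d3, Dusp1, Per1, Klf9, Sgk1, Zbtb16, Errfi1, Cebpd, Ddit4, Mt1, Mt2, Pdk4, Angptl4, Glul, Bcl6, Nfkbia, Rgs2, Crispld2 and Hif3a. Spearman correlations of LFC across genes were set beside 20 simulations of unchanged groups, and genes are not independent replicates in such a correlation. The contrasts, tests, list, thresholds and the rule for naming genes were chosen before the data were examined. That rule named Nr3c1, the gene of GR, and Fkbp5, Tsc22d3 and Dusp1, then the 5 genes with the largest rise and the 5 with the largest fall among those called by Dex in a genotype, with a mean of at least 1 CPM there and the same direction in every equally numbered pair of libraries. It also named the 3 genes with the largest rise and the 3 with the largest fall per mutant in vehicle, among those called with non-overlapping CPM and a mean of at least 1 CPM.

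Alternatives to these choices were RLE and upper-quartile scaling, no expression filter or a minimum of 10 counts in every library, adjusted p alone, fits with only the genotypes compared, the replicate number as a block, sex as a covariate, a prior count of 2, camera in place of fry, DESeq2 1.42.0 with independent filtering set to 0.05, held-out choice of the induced set, and leaving out each library in turn. A correction of each library for transcript GC content and length was added after the data had been seen. So were fits without both GRwt/wt vehicle replicates 1 and 3, DESeq2 fits without either of them and the block within a single genotype. Sex was read from Xist and Y-linked counts, which gave 7 female and 16 male libraries. Equally numbered Dex and vehicle libraries deviated together in GRL/L (correlations of their deviations from the group means 0.322, 0.644 and 0.631) and in GRD+L/D+L (0.887, 0.788 and 0.652), so the numbers were taken to pair the libraries of these genotypes. The pairing was read from these correlations, not from the labels.

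The procedure was tested on simulated counts of 15748 genes in which 200 genes had been changed. All planted changes exceeded the fold threshold, in genes with a mean of at least 1 CPM, so recovery of smaller changes was not tested. Libraries were drawn independently around a common mean per gene, without shared culture effects. The recovery and error rates below need not hold where libraries share a culture. Between 70.5% and 80% of the changed genes were recovered per genotype, with 1 to 8 false calls. With dispersions estimated without GRwt/wt vehicle replicate 1, 81.5% to 85% were recovered. Among 300 random sets of 25 genes drawn from 15440 simulated unchanged genes, fry gave a p under 0.05 for 3.33% to 6%, depending on the genotype. Tested in a genotype left unchanged, the raised genes gave a fry p of 0.125 to 0.543 with the dispersions of all libraries and of 0.115 to 0.686 in 3 of 4 simulations with the others, while the remaining one, tested in GRwt/wt, gave a false positive (0.00066). Over 40 further simulated data sets without any change, 1 random set each tested in every genotype (160 tests), fry gave a p under 0.05 for 7.5% of sets of 25 genes and 10% of sets of 100 (smallest p 0.00102) with the dispersions of all libraries, and for 6.88% and 5% with the others (smallest p 0.00161), so fry p near 0.05 were somewhat too small.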

Results

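RNA-seq counts were available for 23 libraries of primary MEFs with 4 GR genotypes, treated with vehicle or 10 nM Dex for 5 h. Each group comprised 3 libraries, apart from GRD/D vehicle with 2. Library totals lay between 16.5 M counts (GRwt/wt Dex replicate 3) and 23.1 M counts (GRD+L/D+L vehicle replicate 2), and 15748 genes passed the expression filter. GRwt/wt vehicle replicate 1 differed from all other libraries. Its highest Spearman correlation with another library was 0.916, whereas each of the other 22 libraries reached at least 0.973. The deviations of its genes from the gene medians correlated with transcript GC content (rho 0.688), and their SD was 1.56 on the log2 scale, against at most 0.838 elsewhere. GRwt/wt vehicle replicate 3 carried 3379 CPM of Lyz2, a macrophage gene, against 6.68 to 63.6 CPM in the other GRwt/wt libraries. Both libraries were kept, and results that change without them are given with the value obtained when they are left out.

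**Figure D1:**
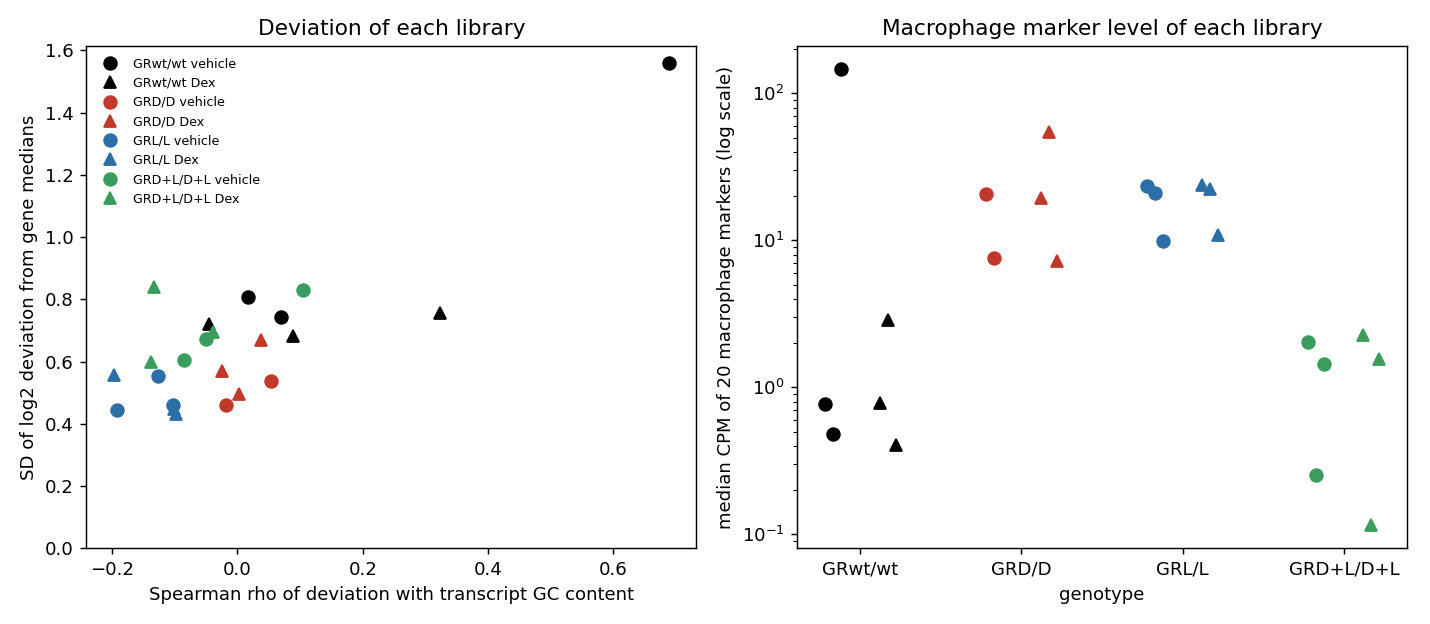
Left, SD of the log2 deviations of each library from the gene medians against the Spearman correlation of these deviations with transcript GC content; right, median CPM of 20 macrophage marker genes per library on a log scale, with circles for vehicle and triangles for Dex. GRwt/wt vehicle replicate 1 stands alone at an SD of 1.56, and GRwt/wt vehicle replicate 3 at a median of 147 CPM.

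As the targeted gene, Nr3c1 (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421, GRCm38, minus strand) was examined first. The mutations are point mutations, so its level does not identify the genotype. In vehicle, Nr3c1 amounted to 55.0 ± 44.8 CPM (SD, n = 3) in GRwt/wt, 106 ± 1.36 (n = 2) in GRD/D, 135 ± 2.44 (n = 3) in GRL/L and 205 ± 66.9 (n = 3) in GRD+L/D+L. The 3 GRwt/wt libraries held 4.08, 73.0 and 88.0 CPM. Against GRwt/wt, the LFC was 0.95 (SE 0.65, adjusted p 0.52) in GRD/D, 1.30 (SE 0.60, adjusted p 0.126) in GRL/L and 1.90 (SE 0.61, adjusted p 0.037) in GRD+L/D+L. Leaving out GRwt/wt vehicle replicate 1, the library with 4.08 CPM, gave 0.41 (adjusted p 0.74), 0.75 (adjusted p 0.0857) and 1.36 (adjusted p 0.00575), and the largest shift of the GRL/L value, to 0.72, came from a correction for transcript GC content and length. In the absence of GRwt/wt vehicle replicate 3, the values were 1.49 for GRD/D and 1.83 (adjusted p 0.0495) for GRL/L. The GRD+L/D+L call was lost in a fit with only the GRwt/wt and GRD+L/D+L libraries (adjusted p 0.206) and when vehicle replicate 2 (1.72, adjusted p 0.104) or 3 (1.79, adjusted p 0.0902) of that genotype was omitted. Nr3c1 was not called with Dex in any genotype. The LFC with Dex was 0.29 in GRwt/wt (SE 0.59, adjusted p 0.833), and it lay between -0.25 (without vehicle replicate 1) and 0.83 (without vehicle replicate 3) when single GRwt/wt libraries were left out. It was -0.19 (SE 0.66) in GRD/D, -0.0087 (SE 0.59) in GRL/L and -0.0072 (SE 0.59) in GRD+L/D+L, each with an adjusted p of 1. Its sign changed without GRL/L Dex replicate 3 (0.012) and without GRD+L/D+L Dex replicate 1 (0.27).

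The first question was which genes the receptor variants regulate at this low dose. In GRwt/wt, 25 genes were called, all of them higher with Dex, and 35 passed the adjusted p alone. No gene was called lower. An unadjusted p under 0.05 was obtained for 2454 genes. No gene was called in GRD/D, GRL/L or GRD+L/D+L, where 154, 43 and 54 genes had an unadjusted p under 0.05, and the smallest adjusted p in GRD/D was 0.0999. Unchanged genes alone would be expected to give a share of 0.05 of the 15748 genes, and all 3 counts lie below it. The p-values in the mutants thus appear too large, and the absence of calls there is weak evidence of no response. The number of genes responding to Dex in GRwt/wt depended on single libraries. It was 75 (41 higher, 34 lower) without vehicle replicate 1, 374 (182 higher, 192 lower) without vehicle replicate 2, 95 (93 higher, 2 lower) without vehicle replicate 3 and 14 without Dex replicate 2. Among the alternatives that kept all GRwt/wt libraries, the lowest count was 0, in a fit of the GRwt/wt libraries alone, and the highest was 279 (119 higher, 160 lower), with DESeq2. All 25 genes were among those called by DESeq2. DESeq2 called 2 genes in GRD/D and 4 in GRD+L/D+L, and a fit of the GRD/D libraries alone called 2 genes in GRD/D.

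Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527) rose from 31.0 ± 12.9 to 348 ± 36.9 CPM with Dex in GRwt/wt (n = 3 each), an LFC of 3.49 (SE 0.27, adjusted p 2.67e-06), which became an adjusted p of 0.456 in a fit of the GRwt/wt libraries alone. In GRD/D it rose from 31.9 ± 1.01 (n = 2) to 102 ± 13.7 CPM (n = 3), an LFC of 1.68 (SE 0.29) with an adjusted p of 0.137, above the threshold. Fkbp5 passed in GRD/D in a fit of the GRD/D libraries alone (adjusted p 0.0467) and with DESeq2 (adjusted p 8.67e-05). In GRL/L and GRD+L/D+L the LFC was 0.12 (SE 0.24) and 0.068 (SE 0.24), each with an adjusted p of 1. Predicted genes overlap Fkbp5 on both strands. Tsc22d3 (ENSMUSG00000031431, chromosome X, 140539528 to 140600659) rose from 54.2 ± 8.26 to 205 ± 35.0 CPM in GRwt/wt, an LFC of 1.92 (SE 0.27, adjusted p 0.00272), and its LFC was 0.18 (SE 0.30) in GRD/D, 0.0033 (SE 0.26) in GRL/L and 0.023 (SE 0.26) in GRD+L/D+L, with an adjusted p of 1 in each. Dusp1 (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128), which overlaps Ergic1 on the other strand, changed by 0.98 in GRwt/wt (SE 0.19, adjusted p 0.0335), from 14.3 ± 3.60 to 28.3 ± 5.50 CPM. This lies below the fold threshold, which Dusp1 passed when vehicle replicate 1 (1.19) or Dex replicate 3 (1.12) was left out and with RLE scaling (1.01) or DESeq2 (1.01). In the mutants its LFC was between -0.16 and 0.12.

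**Figure D2:**
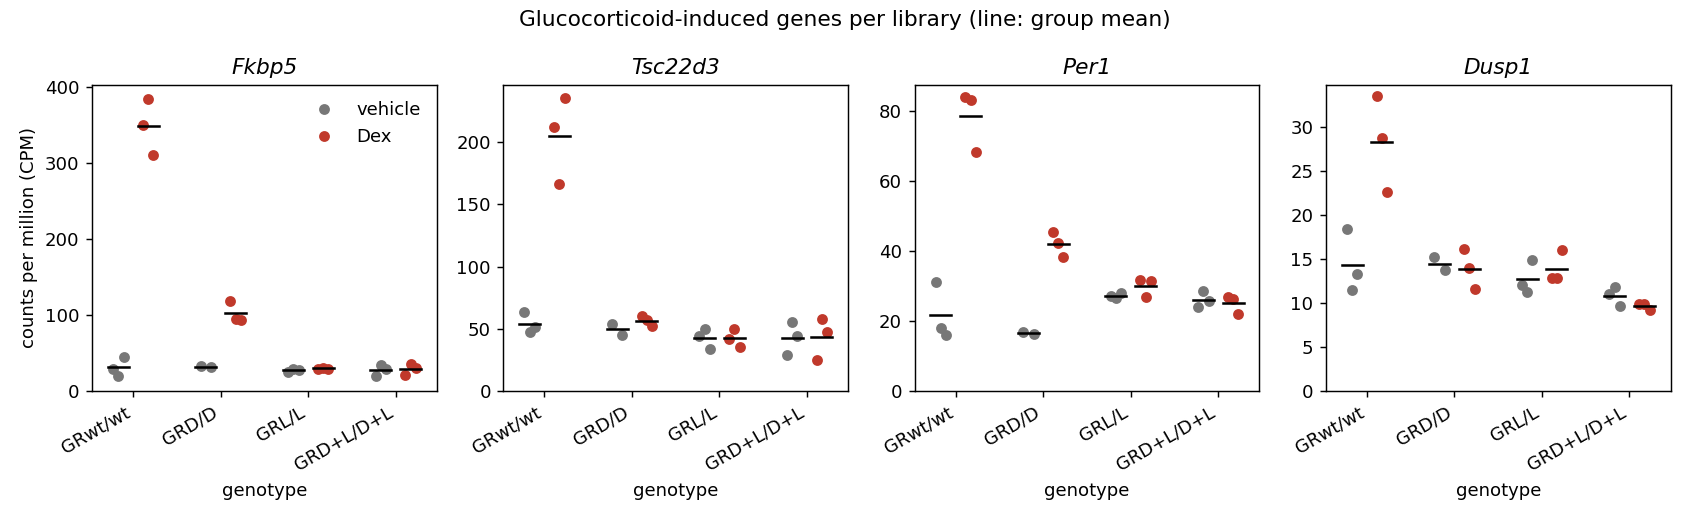
CPM of Fkbp5, Tsc22d3, Per1 and Dusp1 in each library by genotype, with vehicle in grey, Dex in red and black lines at the group means. Dex libraries lie above vehicle libraries for all 4 genes in GRwt/wt and for Fkbp5 and Per1 in GRD/D.

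Among genes that averaged at least 1 CPM in GRwt/wt and rose in every equally numbered pair, the largest rises were those of Fam107a, Zbtb16, Hif3a and Card14, followed by Fkbp5. Fam107a (ENSMUSG00000021750, chromosome 14, 8296274 to 8318023) had at most 2 counts in each GRwt/wt vehicle library and 8.68 ± 5.10 CPM with Dex, at least 52.4-fold higher (adjusted p 0.00938). Zbtb16 (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222) rose by an LFC of 6.39 (SE 1.10, adjusted p 0.0216), Hif3a (ENSMUSG00000004328, chromosome 7, 17031507 to 17062427) by 6.16 (SE 1.07, adjusted p 0.0208) and Card14 (ENSMUSG00000013483, chromosome 11, 119307768 to 119345375) by 3.94 (SE 0.72, adjusted p 0.0219). Hif3a and Card14 overlap a gene on the other strand. Zbtb16, Hif3a and Card14 were no longer called without Dex replicate 2 (adjusted p 0.079, 0.078 and 0.0978), nor was Zbtb16 without Dex replicate 3 (adjusted p 0.0543). In the mutants these genes had at most 10 counts in any library, and none was called.

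The set of 25 genes was then followed in the mutants to ask how far the GRwt/wt response was retained. Its median LFC in GRwt/wt, where it was chosen, was 1.64 (SD 0.10). When the set was chosen without 1 replicate number and measured in that pair of libraries alone, the median was 1.51, 0.31 and 0.48 in pairs 1, 2 and 3 (42, 61 and 53 genes). In GRD/D the median was 0.38 (SD 0.03, n = 3 Dex libraries), with 21 of 25 genes higher and all 3 Dex libraries above 0, and fry of limma gave an adjusted p of 0.00024. This result depended on the vehicle libraries of GRwt/wt, which determine the set. The median was 0.018 (adjusted p 0.982, 182 genes) for the set obtained without vehicle replicate 2 and 0.12 (adjusted p 0.568, 93 genes) without vehicle replicate 3. The set without vehicle replicate 2, like the held-out choice for pair 2, rested on vehicle replicates 1 and 3 alone. Both of these libraries stood apart, as described above. The rise in GRD/D also missed the threshold with the replicate number as a block, with values given below. In GRL/L the median was 0.0033 (SD 0.08, 13 of 25 genes higher, adjusted p 0.878) and in GRD+L/D+L 0.023 (SD 0.09, 14 of 25 higher, adjusted p 0.878). Leaving out single libraries moved the GRL/L median between -0.071 (without its Dex replicate 3) and 0.078 (without its vehicle replicate 3), and that of GRD+L/D+L between -0.045 (without its Dex replicate 1) and 0.044 (without GRwt/wt vehicle replicate 2). With genes at or under 3 counts set to their bound, and those under it in both groups left out, the medians were 1.64 in GRwt/wt, 0.34 in GRD/D (20 of 24 higher), 0.0033 in GRL/L (12 of 23) and 0 in GRD+L/D+L (11 of 24).

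**Figure D3:**
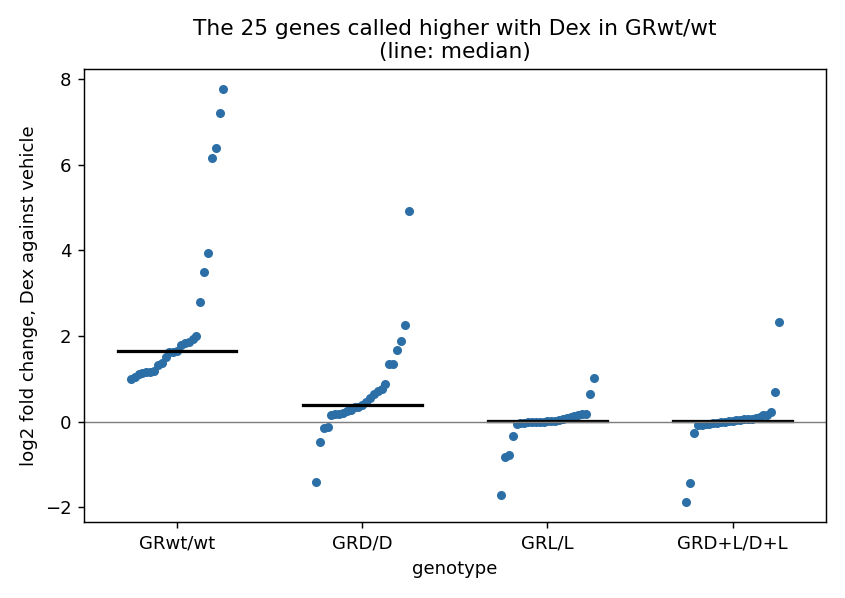
LFC of Dex against vehicle for each of the 25 genes called higher in GRwt/wt, per genotype and sorted, with a line at the median. Medians are 1.64 in GRwt/wt, where the genes were chosen, 0.38 in GRD/D, 0.0033 in GRL/L and 0.023 in GRD+L/D+L; genes near 0 counts in vehicle, such as Rasd1 and Hif3a, have LFC values that depend on the prior count.

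The difference of the set between mutants was tested directly. Its genes responded more in GRD/D than in GRL/L by a median of 0.36 (21 of 25 genes, fry adjusted p 0.00228) and more than in GRD+L/D+L by 0.38 (19 of 25 genes, fry adjusted p 0.00228). For the set obtained without GRwt/wt vehicle replicate 2 these medians were 0.012 and -0.017 (adjusted p 0.825 for both), and without vehicle replicate 3 they were 0.15 and 0.094 (adjusted p 0.515 for both). Both differences also missed the threshold with the replicate number as a block, with values given below. GRD+L/D+L and GRL/L differed by 0.014 (14 of 25 genes, adjusted p 0.931), with -0.072 without GRD+L/D+L Dex replicate 1 and 0.061 without GRL/L Dex replicate 3.

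The fixed list of 20 genes gave values that do not depend on a choice made in these libraries. Its median LFC in GRwt/wt was 1.4203 (SD 0.35, 20 of 20 genes higher, fry adjusted p 3.93e-09), with 5 genes called over all genes tested and 13 adjusted over the list alone. In GRD/D the median was 0.17 (SD 0.03, 14 of 20 higher, fry adjusted p 0.0108), with 0 genes called and 2 adjusted over the list alone. The alternative that moved a call was the fit of the GRD/D libraries alone, with a median of 0.16 and an adjusted p of 0.0594. In GRL/L the median was 0.027 (SD 0.08, 14 of 20 higher, fry adjusted p 0.902) and in GRD+L/D+L -0.085 (SD 0.09, 8 of 20 higher, fry adjusted p 0.508), with 0 genes called in either way of adjusting. Leaving out GRL/L vehicle replicate 2 gave -0.039 and GRL/L Dex replicate 2 gave 0.091 in GRL/L, and leaving out GRD+L/D+L Dex replicate 1 gave -0.18 and GRD+L/D+L vehicle replicate 3 gave -0.052 for the fixed glucocorticoid-induced list in GRD+L/D+L. With genes at their bounds the median was 0.029 in GRL/L (14 of 18 genes higher) and -0.063 in GRD+L/D+L (8 of 19). Camera kept all calls of fry on both gene sets.

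Whether single genes responded differently from GRwt/wt was tested with the interaction of genotype and treatment. No gene was called in GRD/D, where 1119 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.157. Without GRwt/wt vehicle replicate 2 or 3 the GRD/D count was 2 and 3. The difference for Fkbp5 in GRD/D was -1.81 (SE 0.36, adjusted p 0.471). In GRL/L and in GRD+L/D+L, 4 genes responded less than in GRwt/wt. Fkbp5, Per1, Wee1 and Zhx3 made up both counts, the last 3 of which were chosen after their values were seen. The difference of LFC for Fkbp5 was -3.37 in GRL/L (SE 0.35, adjusted p 0.000356) and -3.42 in GRD+L/D+L (SE 0.35, adjusted p 0.000285), and for the other 3 genes it was between -1.91 and -1.40. Wee1 and Zhx3 overlap other genes. The GRL/L count was 9 without GRwt/wt vehicle replicate 1 or 2, 8 without vehicle replicate 3, 1 without GRL/L Dex replicate 1 or 2, and 2 without GRL/L Dex replicate 3 or any GRL/L vehicle library. The GRD+L/D+L count was 8, 11 and 9 without GRwt/wt vehicle replicates 1, 2 and 3, and 2 without GRD+L/D+L vehicle replicate 2. With the replicate number as a block, which pairs the libraries of GRL/L and GRD+L/D+L but only part of those of GRwt/wt, the counts were 11 in GRD/D, 22 in GRL/L and 16 in GRD+L/D+L. DESeq2 gave 10 genes in GRD/D, 18 in GRL/L and 18 in GRD+L/D+L, and fits with only the 2 genotypes compared gave 0, 1 and 0.

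Across the 15748 genes, the LFC in GRwt/wt correlated with that in GRD/D at a Spearman rho of -0.0718, in GRL/L at -0.0468 and in GRD+L/D+L at 0.158. Simulated unchanged groups lay between -0.0186 and 0.024. They were drawn gene by gene without shared culture effects, so the range for unchanged cultures may be wider. The SD of rho between Dex libraries was 0.0926 in GRD/D, 0.104 in GRL/L and 0.0545 in GRD+L/D+L. Each rho depended on single libraries. The Spearman correlation of log2 fold changes between GRwt/wt and GRD/D was 0.0643 without GRwt/wt vehicle replicate 3, 0.032 without GRD/D vehicle replicate 2 and 0.0615 without GRD/D Dex replicate 2. For GRL/L it was 0.0854 without GRL/L vehicle replicate 3 and -0.136 without GRL/L vehicle replicate 2. The Spearman correlation of log2 fold changes between GRwt/wt and GRD+L/D+L was -0.0211 without GRwt/wt vehicle replicate 1, 0.0339 without GRD+L/D+L vehicle replicate 2, 0.0775 without vehicle replicate 3 and 0.0355 without Dex replicate 1 of that genotype. Over the 25 called genes alone rho was 0.383 in GRD/D.

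Basal expression was compared between each mutant and GRwt/wt in vehicle. A single gene, Gm8615, was called in GRD/D, and 1946 genes had an unadjusted p under 0.05. The count of genes differing between GRD/D and GRwt/wt in vehicle was 2 without GRwt/wt vehicle replicate 2 and 376 (284 higher, 92 lower) without vehicle replicate 3, and DESeq2 gave 28. In GRL/L, 1225 genes were called (777 higher, 448 lower), and in GRD+L/D+L 1311 (570 higher, 741 lower). Upper-quartile scaling changed these directions to 706 higher and 795 lower in GRL/L and to 501 higher and 1075 lower in GRD+L/D+L. Without GRwt/wt vehicle replicate 3 the counts were 2674 (1917 higher, 757 lower) and 2003 (1354 higher, 649 lower). The count of genes differing between GRL/L and GRwt/wt in vehicle became 797 and 791 without GRL/L vehicle replicates 1 and 2, and that of genes differing between GRD+L/D+L and GRwt/wt in vehicle 586 and 717 without GRD+L/D+L vehicle replicates 2 and 3. The adjusted p alone was passed by 3628 genes in GRL/L and 3216 in GRD+L/D+L. Fits with only the 2 genotypes compared called 0 genes in GRD/D, 705 in GRL/L and 111 in GRD+L/D+L.

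Gm8615 (ENSMUSG00000024437, chromosome 5, 149155108 to 149156209), a transcribed processed pseudogene that overlaps Hmgb1, had 15.6 ± 2.08 CPM in GRwt/wt vehicle and 10.5 ± 0.605 CPM in GRL/L vehicle, but at most 3 counts in any vehicle library of GRD/D and GRD+L/D+L. It was at least 100.2-fold lower in GRD/D (adjusted p 0.000579) and at least 88.1-fold lower in GRD+L/D+L (adjusted p 1.3e-05). In the fit with only GRwt/wt and GRD/D libraries its adjusted p was 0.267. In GRL/L the largest rises were those of Gm49599 (LFC 4.74, SE 0.74, adjusted p 0.000501), 2610037D02Rik (at least 14.2-fold higher, adjusted p 7.76e-05) and Gm28119 (LFC 4.69, SE 0.82, adjusted p 0.00104), noncoding or unclassified genes that each overlap another gene on the same strand. The largest falls were those of Gm9625, a processed pseudogene on chromosome 13 (LFC -4.50, adjusted p 0.0228), Prl3a1 (LFC -3.91, adjusted p 0.023) and Aldoc on chromosome 11 (78322968 to 78327781, LFC -3.77, SE 0.57, adjusted p 0.000402). Gm9625 fell by 1.21 (adjusted p 0.399) without GRwt/wt vehicle replicate 3, which held 2563 of its counts, and Prl3a1 by 1.07 (adjusted p 0.416) without GRwt/wt vehicle replicate 2. Neither was called when any GRL/L vehicle library was omitted (adjusted p 0.0683 to 0.0844), and Prl3a1 was not called in the fit with only GRwt/wt and GRL/L libraries (adjusted p 0.0785). In GRD+L/D+L, Fgf1 on chromosome 18 (38838673 to 38929472, LFC 4.63, SE 0.86, adjusted p 0.00208), which overlaps Arhgap26, Dgkk (LFC 4.59, SE 0.92, adjusted p 0.00311) and Ano5 (LFC 4.21, SE 0.81, adjusted p 0.00251) rose most. All 3 missed the threshold in the fit with only GRwt/wt and GRD+L/D+L libraries (adjusted p 0.0565, 0.0722 and 0.0666). Besides Gm8615, the largest falls were those of Grap, at least 18.1-fold lower (adjusted p 0.0106), and Blnk (LFC -6.39, SE 1.66, adjusted p 0.0139). Neither was called without GRwt/wt vehicle replicate 3 (adjusted p 0.27 and 0.348), which held 207 and 502 of their counts, and Blnk was not called without GRD+L/D+L vehicle replicate 2 or 3 (adjusted p 0.0632 and 0.0576).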

Values the study reported

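For the genes regulated in GRwt/wt at 10 nM Dex, the study reported a median LFC of around 2 in GRwt/wt and of 0 in the other genotypes. It stated that the GRL/L receptor no longer regulated gene expression at this dose. Of the mutants, only GRD/D was described as showing some correlation of fold changes with GRwt/wt at this dose. The study's summary graded gene regulation at this dose as low in GRD/D and GRD+L/D+L and as absent in GRL/L. Nuclear translocation at this dose did not differ significantly between GRwt/wt and GRD/D. From ligand binding, it calculated a fractional occupancy at 10 nM Dex of 82% for GRwt/wt, 87% for GRD/D, 37% for GRD+L/D+L and 17% for GRL/L.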

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

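The tests that left out GRwt/wt vehicle replicate 1 and those with the correction for GC content and length were chosen only after the results were seen. So was the test without Fkbp5 and Per1, which were singled out by their responses in GRD/D. The use of both results that test the choice of the set was chosen then as well. The fixed list and its test in GRD/D had themselves been set before the data were examined.

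The response to Dex differed from that of GRwt/wt for 4 genes in GRL/L and for 4 genes in GRD+L/D+L, by the interaction of genotype and treatment. The tables argue against 2 technical causes. If the deviation of GRwt/wt vehicle replicate 1 were the whole cause, no gene would be called without it, but 9 genes in GRL/L and 8 in GRD+L/D+L were called, among them all 4 of each. With the correction for GC content and length, 5 and 6 genes were called, of which 3 and 3 were shared. Among the 10 splits of the libraries, with equally numbered Dex and vehicle libraries moved together, only 1, the actual one, gave as many genes in GRL/L, and likewise 1 of 10 in GRD+L/D+L. With 10 splits that share cannot fall under 0.1, so the splits alone leave chance open. A lower response of receptors with the ligand-binding-domain change is a biological explanation named by the design and may apply to these 4 genes, but the genotype is also the only difference recorded between the cultures, and differences between mice were not tested. The GRL/L count was 9 without GRwt/wt vehicle replicate 2 and 8 without replicate 3, and that of GRD+L/D+L was 11 and 9. With the replicate number as a block, 22 genes in GRL/L and 16 in GRD+L/D+L were called, of which 3 and 3 were shared, but the numbers pair only part of the GRwt/wt libraries. In GRL/L the count was 2 when any of its vehicle libraries or Dex replicate 3 was left out and 1 without Dex replicate 1 or 2, and in GRD+L/D+L it was 2 without vehicle replicate 2. A fit of the GRwt/wt and GRL/L libraries alone called 1 gene, and one of the GRwt/wt and GRD+L/D+L libraries alone called 0.

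The genes induced in GRwt/wt responded more in GRD/D than in GRL/L, by a median of 0.36, and more in GRD/D than in GRD+L/D+L, by a median of 0.38, in direct tests of the difference (fry adjusted p 0.00228 for both, with 21 and 19 of 25 genes in this direction, and from 1.3e-05 and 1.82e-05 to 0.825 over the alternatives). Both rest on the rise of these genes in GRD/D. Without Fkbp5 and Per1 the other 23 genes had a median LFC of 0.34 in GRD/D with a fry p of 0.00233, which argues against those 2 genes alone as the source. The median lay at percentile 100 of 10000 random sets matched on mean expression, which argues against a shift shared by genes of like expression. With the correction for GC content and length the fry adjusted p was 0.000246, and over all alternatives it lay between 2.19e-06 and 0.982. With sex in the model the fry p was 5.15e-05 at a median of 0.42. The replicate number as a block, which pairs only part of the GRwt/wt and GRD/D libraries, lost the call of the rise and of both differences. The whole list fixed in advance, which shares 5 genes with the set, rose in GRD/D (median 0.17, 14 of 20 genes higher, fry adjusted p 0.0108, from 0.000286 to 0.0594 over the alternatives), which argues against the choice of the set as the source of any rise. For the extent of the rise the choice of the set stays open as a candidate explanation. The set chosen without GRwt/wt vehicle replicate 2 had a median of 0.018 in GRD/D (fry adjusted p 0.982) and differences of 0.012 and -0.017, and without vehicle replicate 3 the differences were 0.15 and 0.094. The former set was chosen against GRwt/wt vehicle replicates 1 and 3 alone, both of which stood apart from the other libraries. A partial response of the receptor with the DNA-binding-domain change remains a hypothesis named by the design, carried most clearly by Fkbp5 and Per1. For GRD+L/D+L against GRL/L, 10 of 10 splits gave a difference of the set at least as large as the actual one.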

How the results depend on the processing

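The correction for GC content and length, the fits without both GRwt/wt vehicle replicates 1 and 3, the DESeq2 fits without either of them and the block within a single genotype were chosen after the data had been seen. For each result below that was not kept or changed direction, the cause was not tested.

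The absence of calls for Dex in GRL/L held in 16 of 16 alternatives (43 genes at an unadjusted p under 0.05 with all libraries). In GRD+L/D+L (54 such genes) it held in 15 of 16, and DESeq2 called 4 genes there. The fixed list kept direction and significance in GRwt/wt in 17 of 17 alternatives, with medians from 1.31 to 1.62 and adjusted p from 3.29e-10 to 0.0028. In GRD/D it did so in 14 of 15, from 0.15 to 0.21. In GRD+L/D+L its median stayed between -0.18 and -0.024 with adjusted p from 0.139 to 0.898. The median of the induced set in GRD/D stayed above 0 in 25 of 25 alternatives, from 0.018 to 0.77, with adjusted p from 2.19e-06 to 0.982. Camera kept all calls of fry.

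Counts of genes were as follows for genes responding to Dex in GRwt/wt, genes whose Dex response differs between each mutant and GRwt/wt, genes differing between GRL/L and GRwt/wt in vehicle, genes differing between GRD+L/D+L and GRwt/wt in vehicle and the other comparisons. Without an expression filter, 2 genes differed in response in GRD+L/D+L. With at least 10 counts in every library, 1 gene responded in GRD/D, and in vehicle 0 genes differed in GRD/D and 715 (429 higher, 286 lower) in GRD+L/D+L. By adjusted p alone, 3 genes were lower with Dex in GRwt/wt, and in vehicle 2 genes differed in GRD/D, 3628 in GRL/L and 3216 in GRD+L/D+L. Fits with only the genotypes compared called 0 genes with Dex in GRwt/wt and 2 in GRD/D, 1 differing response in GRL/L and 0 in GRD+L/D+L, and in vehicle 0 genes in GRD/D, 705 in GRL/L and 111 in GRD+L/D+L. With all libraries, 2454 genes with Dex in GRwt/wt, 796 differing responses in GRD+L/D+L and 1946 genes in GRD/D vehicle had an unadjusted p under 0.05. DESeq2 called 279 genes with Dex in GRwt/wt, 160 of them lower, 2 in GRD/D and 4 in GRD+L/D+L, 10, 18 and 18 differing responses in the order GRD/D, then GRL/L, then GRD+L/D+L, and 28 genes in GRD/D vehicle. Without GRwt/wt vehicle replicate 1 it called 386 with Dex in GRwt/wt, 288 lower, differing responses of 99, 45 and 41 in that order, and 7 in GRD/D vehicle. Without replicate 3 it called 344, 7 lower, differing responses of 52, 54 and 52, and 821, 3207 and 2570 in vehicle. With the correction for GC content and length, 45 genes were called with Dex in GRwt/wt, 3 lower, 1 in GRD/D, and 3 in GRD/D vehicle. The vehicle calls became 525 higher and 618 lower in GRL/L and 372 higher and 954 lower in GRD+L/D+L, with 547 and 767 genes shared with the calls made without it. Across the fits that each left out 1 library, the GRwt/wt count ranged from 14 to 374 and its lower calls from 0 to 192, differing responses from 0 to 3 in GRD/D, 1 to 9 in GRL/L and 2 to 11 in GRD+L/D+L, and vehicle counts from 1 to 376, 791 to 2674 and 586 to 2003.

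With the replicate number as a block, the genes responding to Dex in GRwt/wt numbered 199, 18 of them lower, and 7 responded in GRD/D. Differing responses numbered 11 in GRD/D, 22 in GRL/L and 16 in GRD+L/D+L. The induced set had a median of 0.25 in GRD/D (adjusted p 0.107), and its differences were 0.24 to GRL/L and 0.23 to GRD+L/D+L (adjusted p 0.0957 for both). Dusp1 became 0.053 in GRD/D and Tsc22d3 -0.0078 in GRD+L/D+L. Deviations of equally numbered libraries correlated at 0.548, 0.0266 and -0.0265 in GRwt/wt and at 0.283 and -0.199 in GRD/D. In 53 genes that switch on or off between cultures, the replicate 1 libraries differed in 0 in both genotypes, as did vehicle replicate 2 and Dex replicate 3 (correlations 0.544 in GRwt/wt and 0.452 in GRD/D). Equally numbered replicate 2 libraries differed in 1 in GRwt/wt and 6 in GRD/D, and GRwt/wt vehicle replicate 3 differed from each GRwt/wt Dex library in 15 or 16. Sex-linked genes were not excluded from the 53. In GRD/D, Dex and vehicle libraries of the same sex differed in 0 or 1 and those of opposite sex in 5 or 6. A match in GRD/D may thus reflect sex alone. The block appears to pair part of the libraries of these 2 genotypes and to mix cultures in the rest. Its values are given without setting them aside. In GRL/L and GRD+L/D+L, whose libraries were paired, the block changed no call with Dex.

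The values that moved for the median log2 fold change of the GRwt/wt-induced genes in GRL/L, the median log2 fold change of the GRwt/wt-induced genes in GRwt/wt, the difference of the GRwt/wt-induced genes between GRD+L/D+L and GRL/L, and the other medians of this set were these. With upper-quartile scaling the medians were -0.015 in GRL/L and 1.76 in GRwt/wt. With at least 10 counts in every library the GRwt/wt median was 1.37 and the difference between GRD+L/D+L and GRL/L -0.031. By adjusted p alone the medians were -0.011 in GRL/L and 1.44 in GRwt/wt. With a prior count of 2 the GRL/L median was -0.0034 and that difference -0.014. With only the genotypes compared that difference was -0.050. With a pair of libraries held out, the median was 1.51, 0.31 and 0.48 in the held-out GRwt/wt pairs 1, 2 and 3. DESeq2 gave 0.31 in GRD/D and differences of GRD/D to GRL/L and GRD+L/D+L of 0.26 and 0.27. Without GRwt/wt vehicle replicate 1 DESeq2 gave 0.33 in GRD/D, and without replicate 3 it gave 0.071 in GRD/D and 1.36 in GRwt/wt. With the correction for GC content and length the GRwt/wt median was 1.43 and the difference between GRD+L/D+L and GRL/L -0.0043. With both GRwt/wt vehicle replicates 1 and 3 left out, 1 such library remained, and only effect sizes are given. The medians were then 0.26 in GRD/D and 1.499 in GRwt/wt, with differences of 0.21 and 0.20. Across the fits that each left out 1 library, the medians ranged from 0.018 to 0.45 in GRD/D, -0.071 to 0.078 in GRL/L, -0.045 to 0.044 in GRD+L/D+L and 1.499 to 1.82 in GRwt/wt, and the differences from 0.012 to 0.47 between GRD/D and GRL/L, -0.017 to 0.41 between GRD/D and GRD+L/D+L and -0.072 to 0.061 between GRD+L/D+L and GRL/L.

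The Spearman correlation of log2 fold changes between GRwt/wt and GRD+L/D+L was 0.0725 without an expression filter, 0.235 with at least 10 counts in every library, 0.0846 over the genes called in GRwt/wt, 0.283 over genes with at least 10 CPM, 0.0726 with DESeq2, 0.0447 with the correction for GC content and length and -0.0018 without both GRwt/wt vehicle replicates 1 and 3. The Spearman correlation of log2 fold changes between GRwt/wt and GRD/D was 0.383 over the called genes and 0.117 without both vehicle replicates. Leaving out 1 library gave -0.120 to 0.0643 for GRD/D, -0.136 to 0.0854 for GRL/L and -0.0211 to 0.191 for GRD+L/D+L. The fixed list in GRD/D had a median of 0.16 (adjusted p 0.0594) in a fit of the GRD/D libraries alone, and leaving out 1 library gave -0.039 to 0.091 in GRL/L.

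Nr3c1 with Dex in GRD+L/D+L was 0.0026 with RLE scaling, 0.0044 with at least 10 counts in every library and 0.0027 with DESeq2, and in GRL/L it was 0.0097 with the correction for GC content and length. In GRD+L/D+L vehicle it was 1.91 (adjusted p 0.206, from 0.00575 to 0.206 over the alternatives) with only the genotypes compared. Across the fits that each left out 1 library, Nr3c1 ranged from 0.75 to 1.83 in GRL/L vehicle, 1.36 to 2.44 in GRD+L/D+L vehicle, and with Dex from -0.25 to 0.83 in GRwt/wt, -0.025 to 0.012 in GRL/L and -0.26 to 0.27 in GRD+L/D+L. With Dex, Dusp1 ranged from -0.18 to 0.055 and Fam107a from 0 to 2.32 in GRD/D, Tsc22d3 from -0.14 to 0.14, Fam107a from -3.19 to 1.46 and Zbtb16 from -2.68 to 1.86 in GRL/L, and Fkbp5 from -0.12 to 0.25, Tsc22d3 from -0.24 to 0.30, Zbtb16 from -2.38 to 0 and Card14 from -1.10 to 3.63 in GRD+L/D+L. Tsc22d3 was -0.0044 in GRL/L with the correction for GC content and length. Fam107a, Zbtb16 and Card14 had at most 8 counts in any library of the mutants. Of 525 values of named genes under the alternatives, 471 kept direction and side of the threshold, 27 lost the call, 8 gained it and 19 changed direction or reached 0.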

Other observations

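Chosen only after the result was seen were all tests on GRwt/wt vehicle replicate 1, both tests on the macrophage markers, the tests of a mislabelled library, the tests of replicate 1, of GC content and of sex on the vehicle counts, and the test of GC content on the correlation of GRD+L/D+L with GRwt/wt.

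GRwt/wt vehicle replicate 1 stood apart from the other 22 libraries. The correction for GC content and length removed 55.5% of the variance of its deviations, but their SD remained 1.04, above the highest value of 0.835 among the others, so this trend accounts for part of the deviation and not for all of it. The total of 17.99 M counts was not low, since 5 libraries had less. The 50 most counted genes took 19.9% of its counts, within the 15.8% to 21% of the others. In 53 genes that were on in some libraries and off in others, it differed from GRwt/wt Dex replicate 1, also female, in 0. It differed from the nearest mutant libraries, those of GRL/L replicate 2, in 7, but from the other GRwt/wt libraries in 15 to 20. These genes thus follow the culture, and in part its sex, more than the genotype. The 0 argues against an exchange of this library with one of the mutant libraries. It cannot tell the genotype of the culture shared with GRwt/wt Dex replicate 1. Degraded or poorly captured RNA could be the source but was not tested, and no biological explanation was tested.

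DESeq2 called 160 genes lower with Dex in GRwt/wt, of which 158 had their highest CPM of the GRwt/wt libraries in vehicle replicate 3. Of 20 macrophage markers, 20 were highest in that library. Their median was 147 CPM there and 0.406 to 2.88 CPM in the other GRwt/wt libraries, and Lyz2, an abundant one, reached 3379 CPM. Of the 160 genes, 17 were markers, and 2 were still called lower without that library, when 7 genes were called lower in all. A lowering of macrophage genes by Dex would need higher markers in the untreated libraries, but in vehicle replicates 1 and 2 their medians were 0.772 and 0.483 CPM, within the 0.406 to 2.88 CPM of the Dex libraries, which argues against Dex as the whole cause. A candidate explanation is a share of macrophage-like cells in that culture. An effect of Dex on such cells where they are present stays open in GRwt/wt, since vehicle replicate 3 differed from each GRwt/wt Dex library in 15 or 16 of the 53 genes that switch between cultures. All 20 markers averaged at least 1 CPM over the libraries, and the GRD/D and GRL/L libraries had medians of 7.22 to 54.7 CPM, so such cells may be present in other cultures as well.

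GRwt/wt vehicle replicate 3 was closest to a GRD/D library (GRD/D Dex replicate 2, Spearman 0.988). In 17 genes all GRD/D and GRD+L/D+L libraries were separated from the other GRwt/wt and GRL/L libraries. Of these, 12 lay on the GRD/D side in this library and 5 on the GRwt/wt side, or 29.4%, so a GRD/D library under this label may apply and stays open. In the 53 genes that switch between cultures it differed from the nearest GRD/D libraries in 2, from the nearest GRL/L libraries in 3 and from other GRwt/wt libraries in 15 or 16. A comparison made after the gaps were seen pointed the other way. The 3 genes separated by over 0.3 on the log2 scale, Gm8615 (4.55), Slc4a4 (0.52) and Osr2 (0.38), all lay on the GRwt/wt side. So did Gnpda1, the only one of the 17 on chromosome 18, with 38.1 CPM in this library, 29.4 to 42.9 CPM in the other GRwt/wt libraries and at least 68.2 CPM in every GRD/D library. Gm8615 had 17.8 CPM in this library, against at most 0.246 CPM in any GRD/D library. Gm9625, by contrast, had 116 CPM, against 105.6 CPM or more in every GRD/D library and at most 5.63 CPM in the other GRwt/wt libraries, but it varied within GRD+L/D+L from 2.56 to 101.4 CPM. These genes were chosen after their values were seen.

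In vehicle, 1225 genes in GRL/L and 1311 in GRD+L/D+L differed from GRwt/wt. Without GRwt/wt vehicle replicate 1 the counts were 930 and 1333, with the correction for GC content and length 1143 and 1326, and with sex in the model 1405 and 1175. These counts argue against each of these as the whole cause. The correction did change which genes were called, as given above. In GRL/L it also turned a majority of higher calls into a majority of lower calls. Of the called genes, 3.10% in GRL/L and 3.66% in GRD+L/D+L lay on chromosome 18, which carries Nr3c1, against 2.91% of the tested genes. This argues against local effects of genetic differences linked to Nr3c1 as the main source. Effects of such differences on genes of other chromosomes would not raise this share and stay open. Of the 10 splits of the 6 libraries, only 1, the actual one, gave as many genes in GRL/L and only 1 in GRD+L/D+L, where another split gave up to 180. The count of genes differing between GRL/L and GRwt/wt in vehicle was 2674 without GRwt/wt vehicle replicate 3 and 797 and 791 without GRL/L vehicle replicates 1 and 2, and that of genes differing between GRD+L/D+L and GRwt/wt in vehicle was 2003 without GRwt/wt vehicle replicate 3 and 586 and 717 without GRD+L/D+L vehicle replicates 2 and 3. The correlation of the deviations from the gene medians with transcript length ran along the same contrasts. Its rho was -0.397 to -0.105 in the GRwt/wt and GRD/D libraries and 0.121 to 0.290 in the GRL/L and GRD+L/D+L libraries. A length-dependent difference between these libraries thus stays open as part of the cause. A difference by genotype and differences between the founding mice or cultures are also open. These were not tested against each other.

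The Spearman correlation of log2 fold changes between GRwt/wt and GRD+L/D+L across genes was 0.158. With the correction for GC content and length rho was 0.0447, within the spread between Dex libraries of 0.0545 around 0, so a technical trend shared through GC content and length is a candidate explanation. It was -0.0211 without GRwt/wt vehicle replicate 1 and 0.0339 and 0.0355 without GRD+L/D+L vehicle replicate 2 or Dex replicate 1. Of the 10 splits of the GRD+L/D+L libraries, 1 gave a rho as large, and of those of GRL/L, 6 did.

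Other splits of the libraries within a genotype were compared with the actual split into Dex and vehicle, a share that cannot fall under 0.1. In GRwt/wt, 3 of 10 splits gave as many genes. The others called 333 and 107, and both kept Dex replicate 1 with vehicle replicate 1, the female libraries of this genotype, as did 2 splits that called 14 and 0 genes (the latter with 2671 at an unadjusted p under 0.05). For the fixed list, 1 of 10 splits gave as large a median in GRwt/wt, 5 in GRL/L and 3 in GRD+L/D+L. For the induced set, 10 of 10 did in GRL/L and 8 in GRD+L/D+L. The splits cannot judge the count of calls in GRL/L and GRD+L/D+L, because the actual count was 0 and every split reaches it. Another split of GRD+L/D+L called 138. Of the 4 splits that parted all pairs in these 2 genotypes, 4 gave as large a set median and 1 as large a list median in each. The other splits placed whole pairs on one side.

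The median log2 fold change of the GRwt/wt-induced genes in GRD/D was 0.38 with all libraries, 0.018 without GRwt/wt vehicle replicate 2, 0.12 without replicate 3, 0.31 with DESeq2 and 0.071 with DESeq2 without replicate 3. With all libraries that is higher than the value quoted from the study above. The study took its median over the genes it had called itself, so the medians are over different gene sets.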
